A study of Mus musculus with 18 samples. Its data were reported in "Dosage effect of multiple genes accounts for multisystem disorder of myotonic dystrophy type 1" (2019).

How the data were processed

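RNA-seq libraries were made from muscle stem cells of 4-month-old semi-cloned mice (strain label C57BL/6), from oocytes of B6D2F1 (C57BL/6J x DBA/2) females. The 3 genotypes, WT, DSM-TKO and DSMD-QKO, had 2 libraries each at days 0, 1 and 2 of differentiation, in 9 groups. Per the labels and the paper, the authors prepared libraries with a TruSeq kit, sequenced them on an Illumina HiSeq X instrument, aligned reads with HISAT2 2.0.5 to GRCm38.p5 and assembled with StringTie, whose version is not stated. The values used here are the RPKM the authors deposited, for protein-coding genes, in 1 table of 22013 rows and 18 libraries. Splicing was not analysed here. Groups and replicate numbers were taken from the sample labels.

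Where rows shared a symbol, the row with the highest mean was kept, which left out 1401 rows and kept 20612 genes. The RPKM of a library rise in steps of whole reads, which was used to recover read numbers, gene lengths (median 2903 bases) and depth. Whole reads came out in every library for 16544 of the 16548 rows above 0 in at least 6 libraries (tolerance 0.02 of a read), and in 0.93% of 3000 control rows moved at random. Of the recovered numbers from 1 to 20, 66.6% were even, so that read pairs may have been counted as 2 reads. Depth was 40.1 to 75.3 M reads, and 1 read on a 1 kb transcript equals 0.0133 to 0.025 RPKM, which limits the precision of low genes.

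Genes with an RPKM of at least 1 in at least 2 libraries were tested, 11890 in all. Values were taken as log2(RPKM + 1) and fitted with limma 3.58.1 in R 4.3.3, with 1 mean for each of the 9 groups (9 residual degrees of freedom) and empirical Bayes moderation with trend and robust settings. The 22 contrasts were each mutant against WT and QKO against TKO on each day, each pair of days within a genotype, and the difference of each mutant from WT at days 1 and 2 less that at day 0. P-values were adjusted within a contrast by Benjamini-Hochberg, with 0.05 as the threshold. Adjusted p of single genes in the text are from these moderated t-tests. Of 33 gene lists fixed before the data were examined, 30 had members among the tested genes and 28 were tested by camera (limma) with a preset correlation of 0.01, adjusted over the lists of a contrast, and again with an estimated correlation. Genes of a list were counted both with p adjusted over all genes and over the list alone. Pearson correlations between libraries were computed on the tested genes.

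The effect variance across genes is the variance of the fold changes less the mean squared standard error. To judge what shared controls add to the mutant overlap, 100 draws were made without genotype effect. Each library became its day mean plus or minus a random group's replicate difference. WT day 2, with a library near the mutants, was included, which makes the draws rough. For the signatures, genes called from day 0 to day 2 with at least a 2-fold change in 1 mutant were tested by camera in the other mutant against WT. In simulated data 200 of 11890 genes were changed between TKO and WT at day 0. The fit recovered 70% of 2-fold and 96% of 4-fold changes (medians 0.97 and 1.99), with 9 false calls and 0 in an unchanged contrast. The draws above gave up to 3467 calls in both mutants, so this does not show error control.

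The genes named were set by a rule written before the data were examined. It took, for TKO and QKO against WT at day 0 and for WT day 2 against day 0, the 4 targeted genes, up to 8 of the largest rises and falls among called genes with a mean RPKM of at least 5 in the higher group and no overlap between libraries, without clone or model names, and up to 3 called members of each list, or 2 members as values where none passed. Other contrasts had up to 5 rises and falls, and those of a difference between days were taken without the condition on overlap. Pax7, Myf5, Myod1, Myog, Myh3 and Mki67 were added throughout. Not every gene that the rule allows is printed, and 3 of them are withheld and not reported here. The Hox genes and the genes given for single WT libraries were chosen after their values were seen.

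Alternatives were a count model (limma voom) on the recovered reads, pseudocounts of 0.1 and 0.5, a mean RPKM of at least 5, no filter except for genes at 0 throughout, quantile normalization, median-ratio scaling, moderation without trend and robust settings, a 2-fold threshold, fits of only the libraries compared or of only the day or genotype, the replicate number as a block, Spearman correlation, an estimated camera correlation and 18 fits that each left out 1 library, in which the lone library of a group is assumed to vary like the others. Removal of a trend by gene length (loess, span 0.5) and the use of all rows of repeated symbols were added after the data were seen. The mutation of Mbnl1 removes an exon and could not be checked in gene-level values. Tables and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9.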

Results

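Gene expression was measured by RNA-seq in muscle stem cells (MuSCs), the resident progenitors that repair skeletal muscle, and in their differentiating progeny. The cells came from 4-month-old semi-cloned mice, grown from oocytes injected with haploid embryonic stem cells in the place of sperm. The 3 genotypes were wild-type (WT), DSM-TKO (TKO), heterozygous for mutations of Dmpk, Six5 and Mbnl1, and DSMD-QKO (QKO), heterozygous for these and Dmwd. Per the paper all, WT included, derive from haploid cells with H19-DMR and IG-DMR deletions in imprinted clusters, which may add to the symptoms. The mutants model myotonic dystrophy type 1 (DM1), a disease of muscle weakness and delayed relaxation, through reduced dosage of genes that the DM1 repeat affects. The question was which genes differ between mutant and WT cells before and after differentiation starts. Day 0 cells were MuSCs expanded in T cell conditional medium, and day 1 and day 2 cells were taken after the change to differentiation medium. Each of the 9 groups held 2 libraries, 18 in all, and the labels and the paper do not say whether these came from separate cultures or animals. The p-values therefore measure the spread between these libraries, which may be technical. Values were RPKM, at a depth of 40.1 to 75.3 M reads inferred from their steps. Values are given as mean ± SD of the 2 libraries of a group. Fold changes are the log2 fold change ± SE on the log2(RPKM + 1) scale, which understates the change of low genes, and adjusted p are from limma for genes and from camera for lists, where the value if estimated is that for a correlation within the list estimated from the data.

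Dmpk, the kinase gene that carries the DM1 repeat, lies on chromosome 7 from 19083849 to 19093821 (GRCm38), between Dmwd and the homeobox gene Six5, and Mbnl1 encodes a splicing regulator sequestered by the repeat RNA. At day 0 Dmpk was at 237 and 341 RPKM in the WT libraries, 203 and 196 in TKO and 147 and 145 in QKO. At day 1 it was at 330 and 395 in WT, 259 and 238 in TKO and 260 and 305 in QKO, and at day 2 at 255 and 271, 220 and 205, and 168 and 231, respectively. Dmwd was at 64.9 and 81.2 RPKM in WT, 60.7 and 55.5 in TKO and 38.2 and 28.7 in QKO at day 0. The corresponding Dmwd values were 52.5 and 51.7, 66.5 and 63.6, and 37.3 and 44.2 at day 1, and 45.3 and 54.2, 62.6 and 53.8, and 28.4 and 36.2 at day 2. Six5 was low throughout, at 2.26 and 3.39 RPKM in WT, 1.59 and 1.36 in TKO and 1.57 and 1.25 in QKO at day 0. At day 1 Six5 was at 0.710 and 0.882, 0.784 and 1.02, and 0.805 and 1.03, and at day 2 at 1.48 and 1.67, 1.72 and 1.49, and 0.582 and 0.928. Mbnl1 was at 18.9 and 7.23 RPKM in WT, 21.0 and 16.9 in TKO and 12.1 and 17.1 in QKO at day 0. At day 1 Mbnl1 was at 10.3 and 11.1, 9.84 and 8.64, and 9.19 and 9.05, and at day 2 at 12.1 and 15.6, 10.6 and 10.8, and 10.2 and 11.9.

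In QKO MuSCs at day 0, Dmpk fell by 0.96 ± 0.19 on the log2 scale (limma adjusted p = 0.00205). Dmwd fell by 1.11 ± 0.17 (adjusted p = 0.000517) and Six5 fell by 0.65 ± 0.16 (adjusted p = 0.00841). In TKO MuSCs only Six5 passed among the 4 genes, which fell by 0.61 ± 0.16 (adjusted p = 0.0167). Dmpk was at -0.51 ± 0.19 (adjusted p = 0.0655), and Dmwd, which is not mutated in TKO, at -0.32 ± 0.17 (adjusted p = 0.196). Mbnl1 was at 0.63 ± 0.30 in TKO (adjusted p = 0.137) and 0.27 ± 0.30 in QKO (adjusted p = 0.51). The Mbnl1 mutation removes exon 3, and RPKM over the whole gene does not check such a deletion. At days 1 and 2 none of the 4 genes passed in limma against WT in either mutant. Without WT replicate 1 the day 0 change of Dmpk in TKO passed (-0.77), as did higher Mbnl1 in TKO (1.27) and QKO (0.90). The call of Six5 ended without WT replicate 2 (adjusted p = 0.162 in TKO and 0.0866 in QKO), TKO replicate 2 (0.127) or QKO replicate 2 (0.0567).

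**Figure D1:**
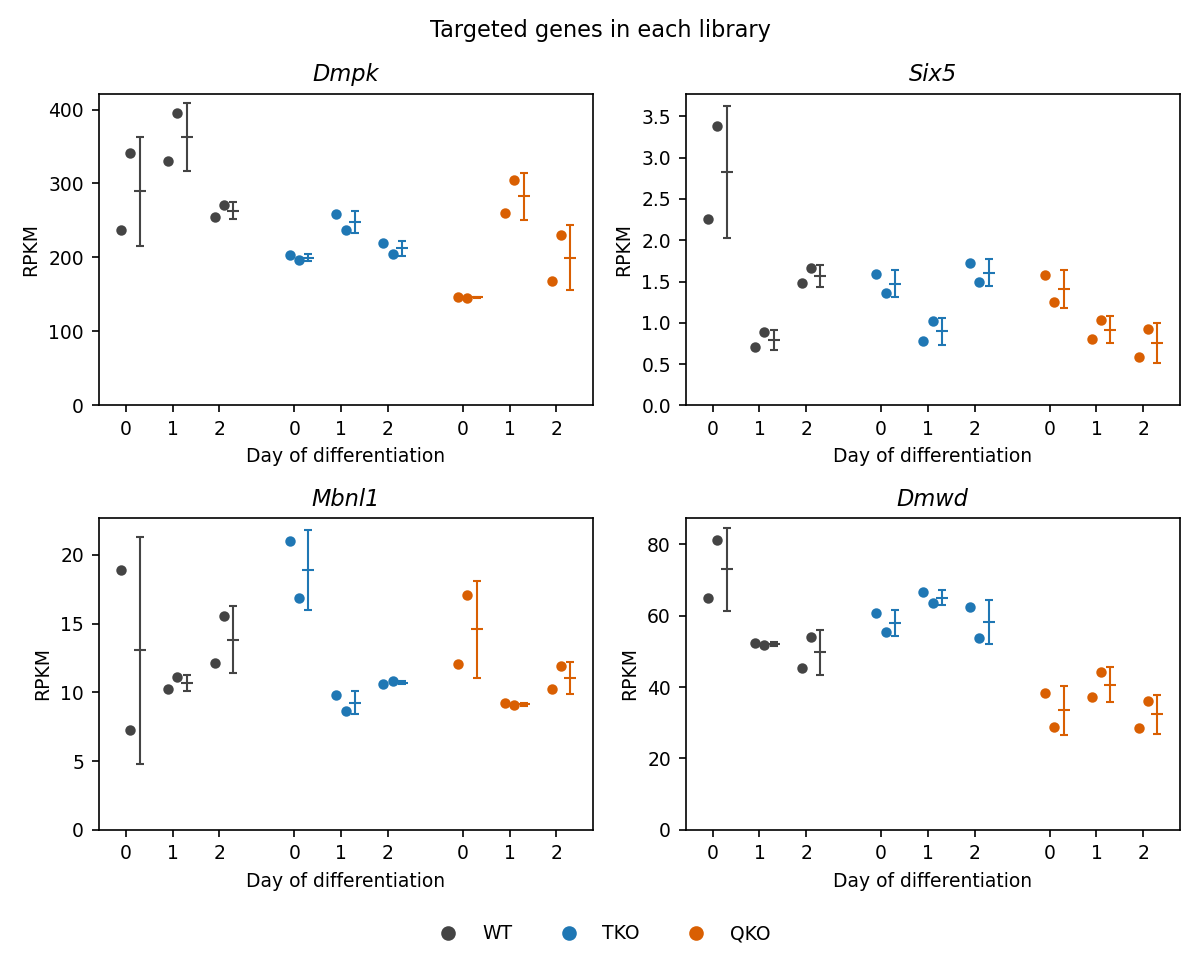
RPKM of Dmpk, Six5, Mbnl1 and Dmwd (1 panel each, vertical axis) at days 0, 1 and 2 of differentiation (horizontal axis) in WT, TKO and QKO cells. Points are single libraries and bars the mean ± SD of 2 libraries. Dmwd was lowest in QKO on every day, at 28.4 to 44.2 RPKM against 45.3 to 81.2 in WT.

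Libraries of the same day resembled each other more than libraries of the same genotype. The median Pearson correlation across genes, which are not independent replicates, was 0.977 between genotypes of the same day (36 pairs, 0.900 to 0.993) and 0.833 between days of the same genotype (36 pairs, 0.712 to 0.982). Replicates correlated at a median of 0.991, with the lowest values for WT at day 0 (0.961), WT at day 2 (0.976) and QKO at day 0 (0.979). Hox genes, whose pattern of use marks the position of a cell along the body, set the WT libraries apart from each other. Hoxb2 was at 10.2 and 17.5 RPKM in the WT day 0 libraries and at 0.507 RPKM or less in the other 16 libraries. Hoxc10 was at 0.680 and 0.793 in WT at day 0 and at 14.4 to 34.2 elsewhere. Hoxd8 was at 6.13 and 5.80 RPKM in WT at day 0, 0.0243 and 0.0427 at day 1, and 0.113 in replicate 1 but 8.79 in replicate 2 at day 2, with 4.66 to 12.6 in the mutants. Of the 15 Hoxb and Hoxc genes tested, 13 changed between day 0 and day 1 in WT (6 Hoxb genes lower, 7 Hoxc genes higher), against 3 in TKO and 4 in QKO. WT replicate 2 of day 2 also stood apart from replicate 1 in Grb10, an imprinted adaptor that restrains growth factor signalling (94.4 against 1.44 RPKM, 48.7 to 119 in the mutants). The same held for the ATPase regulator Fxyd6 (209 against 13.1) and the small heat shock gene Hspb8 (339 against 4.44). The 2 WT day 0 libraries differed by gene length. Replicate 2 had an RPKM total of 555791, where all others had 370850 to 428739. Between the replicates the shortest 10% of genes differed by a median of 0.68 log2 units and the longest 10% by -0.60.

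**Figure D2:**
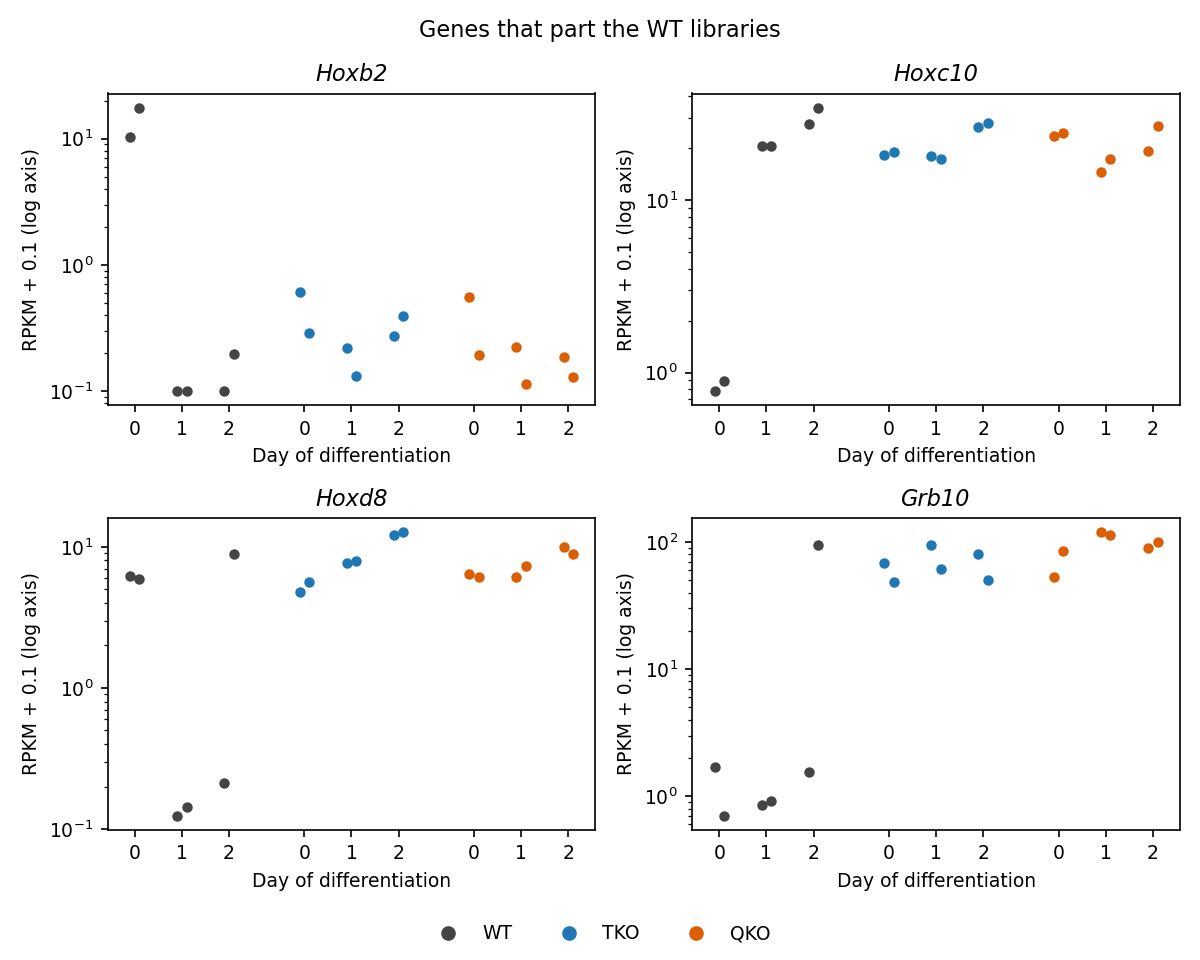
RPKM + 0.1 (vertical log axis) of Hoxb2, Hoxc10, Hoxd8 and Grb10 in each of the 18 libraries (horizontal axis, by genotype and day). Each point is 1 library, with Hoxb2 at 10.2 and 17.5 RPKM in WT at day 0 and at most 0.507 elsewhere.

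Among the largest changes in TKO MuSCs at day 0, the neuropeptide gene Gal was at 277 ± 44.3 RPKM in TKO against 0.851 ± 0.089 in WT (log2 fold change 7.22 ± 0.50, adjusted p = 3.66e-07). The monocyte chemokine Ccl7 was at 201 ± 11.1 against 2.28 ± 1.13 (5.99 ± 0.24, adjusted p = 4.12e-09) and the eosinophil chemokine Ccl11 at 22.3 ± 14.6 against 0.0151 ± 0.000141 (4.37 ± 0.29). The epithelial keratin Krt18 rose to 67.7 ± 11.9 RPKM from 0.31 ± 0.16 (5.71 ± 0.35), and Lox, which cross-links collagen, to 59.9 ± 8.54 from 1.21 ± 0.428 (4.79 ± 0.39). Alox5, the first enzyme of leukotriene synthesis, rose by 4.59 ± 0.40, Grb10 by 4.84 ± 1.06 (adjusted p = 0.00541) and Fxyd6 by 4.49 ± 0.79 (adjusted p = 0.00118). Cd24a, a surface glycoprotein gene, dropped to 2.46 ± 0.381 RPKM from 124 ± 9.11 (-5.18 ± 0.31, adjusted p = 1.07e-07). The MHC class II genes H2-Eb1 and H2-Aa, whose products present antigen, changed by -4.34 ± 0.18 and -3.97 ± 0.14, and the class II chaperone Cd74 by -4.06 ± 0.29. The RNA-binding protein gene Igf2bp3 changed by -3.84 ± 0.18. Among the factors that drive myogenesis, Myog rose to 902 ± 258 RPKM from 198 ± 22.5 (adjusted p = 9.16e-05), Myod1 to 957 ± 74.2 from 552 ± 0.284 (adjusted p = 0.0204) and Myf5 to 50.4 ± 3.03 from 13.7 ± 3.43 (adjusted p = 0.00923). The embryonic myosin Myh3 rose to 449 ± 92 from 131 ± 65.9. Pax7, the defining factor of MuSCs, was at 22.9 ± 2.91 against 19.6 ± 11.2 RPKM (adjusted p = 0.471) and the proliferation marker Mki67 at 50 ± 7.03 against 45.7 ± 3.15 (adjusted p = 0.864). In all, limma called 2735 of 11890 genes at an adjusted p under 0.05, 1527 higher and 1208 lower, of which 1021 changed at least 2-fold. The count was 5757 without WT replicate 1, 1508 without WT replicate 2, 1620 without TKO replicate 1 and 1129 without TKO replicate 2. The calls of Myf5 and Myod1 ended without WT replicate 2 (adjusted p = 0.0803 and 0.068), TKO replicate 1 (0.0551 and 0.0599) or TKO replicate 2 (0.0536 and 0.14). That of Grb10 ended without WT replicate 2 (adjusted p = 0.0801), and Pax7 passed without WT replicate 1 (0.90).

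The gene lists fixed in advance showed muscle genes higher and interferon response genes lower in TKO MuSCs. Of 48 measured sarcomere genes, which build the contractile apparatus, 34 rose and none fell (36 rose and 1 fell adjusted over the list alone). Their median log2 fold change was 1.68 (camera adjusted p = 2.92e-15, or 0.278 if estimated). Among them were Mybpc1 (47.3 ± 7.21 against 4.61 ± 3.06 RPKM) and Myom3 (log2 fold change 1.91). Of 19 myogenic regulators and fusion genes, 17 rose, including the fusion gene Tmem8c (263 ± 73 against 54.2 ± 10.9 RPKM) and the transcription factor gene Tead4 (1.57), and 1 fell, with the same counts alone (median 1.35, adjusted p = 1.12e-08, or 0.278 if estimated). Of 30 excitation-contraction and calcium handling genes, 19 rose (21 alone, median 1.17, adjusted p = 9.72e-11, or 0.22 if estimated). Among them were the calcium pump gene Atp2a1 (157 ± 49.3 against 18.1 ± 7.06 RPKM) and the calcium channel subunit gene Cacng1 (2.36). The muscle energy metabolism genes rose in 11 of 20 (12 alone), such as the glycogen phosphorylase Pygm (2.06, list adjusted p = 0.000108, or 0.278 if estimated). The hosts of splicing events that are altered in DM1 rose in 13 and fell in 1 of 20 (14 and 1 alone, adjusted p = 2.77e-05, or 0.278 if estimated). Muscle stem cell markers rose in 7, among them Cd34 (2.32) and Fgfr4 (2.35), and fell in 1 of 21 (10 and 2 alone, median 0.52, adjusted p = 0.00432, or 0.278 if estimated). The qRT-PCR list holds genes already measured by qRT-PCR in cells of these models, so it is not independent evidence of a direction. Its genes rose in 6 and fell in 1 of 10 (6 and 2 alone, adjusted p = 0.017, or 0.288 if estimated).

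Interferon response genes fell in 26 of 30 in TKO MuSCs (28 alone). The median was -1.61 (adjusted p = 3.94e-21, or 0.017 if estimated). Gbp3, an interferon-induced GTPase gene, was at 9.28 ± 0.808 against 63.2 ± 6.74 RPKM, and Oasl2 and the interferon feedback protease gene Usp18 changed by -2.36 and -2.03. The leukocyte gene Laptm5 rose (1.87) and Cd74 fell among 5 immune cell markers (median 0.20, mean -0.32, with camera giving the direction as down, adjusted p = 0.929). Of 10 fibroblast and fibro-adipogenic progenitor markers, 4 rose, among them Thy1 (3.2), and 1, the transcription factor gene Twist2, fell (-1.94). The counts were 5 and 1 alone (adjusted p = 0.0428, or 0.318 if estimated). Pericyte and smooth muscle markers rose in 4 and fell in 2 of 9 and adipocyte markers rose in 1 of 3. Schwann cell and neuronal markers rose in 1 and fell in 1 of 2, and neither of the 2 endothelial markers passed, and the counts of these 4 lists were the same alone. Ribosomal protein genes were lower (median -0.63, 3 of 49 fell and 0 did so alone, adjusted p = 1.23e-07, or 0.551 if estimated). So were oxidative phosphorylation genes (median -0.41, 1 of 36 rose, adjusted p = 0.017, or 0.737 if estimated). Rps18, a ribosomal protein gene, was at 524 ± 2.27 against 1397 ± 877 RPKM. Notch pathway genes rose in 4 of 11 (adjusted p = 0.0428, or 0.325 if estimated).

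Single WT libraries decided several of these lists in TKO MuSCs. Without WT replicate 2 the medians of the ribosomal protein and oxidative phosphorylation genes were -0.060 (adjusted p = 0.295) and 0.11 (adjusted p = 0.105). Without WT replicate 1 they were -1.15 and -0.91. The oxidative phosphorylation call also ended without TKO replicate 1 (adjusted p = 0.102) and under quantile normalization (0.582), and with the length trend removed the median was -0.027 (adjusted p = 0.793). Rps18 moved to -0.57 without WT replicate 2 (adjusted p = 0.0749) and -1.94 without WT replicate 1, and it did not pass without TKO replicate 1 (adjusted p = 0.0597) or 2 (0.0755). The stem cell marker call ended without WT replicate 2 (adjusted p = 0.0642) and its median was 0.79 without WT replicate 1, where that of the DM1 splicing hosts was 1.19. The Notch call ended without WT replicate 1 (adjusted p = 0.0857), WT replicate 2 (0.105) or TKO replicate 2 (0.0587), without a filter (0.101), at a mean RPKM of at least 5 (0.0967) or with the length trend removed (0.118, median 0.49 against 0.40). The fibroblast marker call ended without WT replicate 1 (adjusted p = 0.256) or TKO replicate 2 (0.0587) or with the length trend removed (0.0754, median 0.54 against 0.53). The other lists did not pass camera. Splicing regulators rose in 6 and fell in 3 of 23 (7 and 4 alone), among which the RNA-binding protein gene Rbm24 was at 1.21 and Celf4 at -1.38. Rises and falls numbered 9 and 2 of 27 extracellular matrix genes (11 and 3 alone) and 2 and 6 of 20 p53 target and senescence genes (2 and 7 alone). Cell cycle genes fell in 3 of 38 (1 alone), the neighbours of the Dmpk locus in 1 of 12 (5 alone) and the targeted genes in 1 of 4 (2 alone). Integrated stress and heat shock genes rose in 1 and fell in 4 of 24, and IL-4 and IL-13 response genes in 4 and 1 of 10. Imprinted genes of the H19-Igf2 and Dlk1-Dio3 regions rose in 1 and fell in 1 of 5, and other imprinted genes in 4 and 3 of 20. Inflammatory cytokine response genes rose in 3 and fell in 2 of 17 (median -0.032, mean 0.35), and the counts of these 5 lists were the same alone. Cholesterol synthesis genes rose in 2 of 20 (1 alone) and none of 13 replication-dependent histone genes passed. The mitochondrially encoded, sex-linked and haemoglobin lists had no members among the genes tested.

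In QKO MuSCs at day 0, Gal was at 136 ± 120 RPKM (log2 fold change 5.85 ± 0.50, adjusted p = 3.3e-06), Ccl7 at 104 ± 11.6 (5.03 ± 0.24, adjusted p = 2.65e-08) and Grb10 at 68.7 ± 22.8 (5.05 ± 1.06, adjusted p = 0.00317). The secreted glutathione peroxidase Gpx3 rose to 66.1 ± 20 RPKM from 1.47 ± 0.876 (4.78 ± 0.37) and the sodium channel subunit gene Scn3b to 150 ± 30.7 from 7.13 ± 4.53 (4.32 ± 0.28). Lox, Fxyd6, Alox5 and Krt18 rose by 4.43, 4.36, 4.32 and 3.83. The largest falls were in Prl2c2, a prolactin family gene whose close copies may share its reads (8.29 ± 2.92 against 210 ± 5.92 RPKM, -4.54 ± 0.32), and in Dynap (6.76 ± 0.805 against 177 ± 35.4, -4.51 ± 0.32). Igf2bp3 and Cd24a changed by -3.79 and -3.16. Hoxb2 (-3.51 ± 0.21) and Hoxb3 (-2.83 ± 0.13) were lower as well (0.163 ± 0.0572 against 7.31 ± 1.38 RPKM for the latter). Myog rose to 670 ± 148 RPKM (adjusted p = 0.000536), Myod1 to 918 ± 53.1 (adjusted p = 0.0203) and Myh3 to 348 ± 50.5 (adjusted p = 0.00425). Myf5 was at 32.9 ± 14.4 (adjusted p = 0.054), Pax7 at 26.8 ± 0.105 (adjusted p = 0.188) and the log2 fold change of Mki67 at -0.31 (adjusted p = 0.622). Limma called 4216 genes, 2062 higher and 2154 lower, of which 1246 changed at least 2-fold. The count was 2497 without WT replicate 2. The Myod1 call ended without WT replicate 2 (adjusted p = 0.0643), QKO replicate 1 (0.0896) or QKO replicate 2 (0.0521). Myh3 was at 0.96 without WT replicate 2, and Pax7 passed without WT replicate 1 (1.13).

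With the preset correlation muscle genes were higher in QKO MuSCs as well, and cell cycle, cholesterol synthesis and interferon response genes were lower. Sarcomere genes rose in 32 and fell in 1 of 48 (34 and 1 adjusted over the list alone, median 1.35, adjusted p = 1.5e-10). If estimated the adjusted p was 0.252 for this list and the next 8, and no list passed. The neonatal myosin Myh8 was at 74.7 ± 4.32 against 10.7 ± 9.02 RPKM and the Z-disc gene Ldb3 at 2.18. Excitation-contraction and calcium handling genes rose in 19 of 30 (21 alone, adjusted p = 4.02e-07), among them the calcium release channel Ryr1 (1.4). Myogenic regulators and fusion genes rose in 12 of 19 (13 alone, adjusted p = 7.13e-06), with Tmem8c at 178 ± 34 RPKM, and energy metabolism genes in 10 of 20 (11 alone, adjusted p = 0.000773). Stem cell markers rose in 12 and fell in 1 of 21 (13 and 1 alone, adjusted p = 0.000773). The hosts of DM1 splicing events rose in 12 and fell in 1 of 20 (13 and 1 alone, adjusted p = 0.000164) and extracellular matrix genes in 12 and 3 of 27 (14 and 3 alone, adjusted p = 0.000719). The qRT-PCR list had 6 rises and 1 fall of 10, with the same counts alone (adjusted p = 0.0133). The matrix genes included the basement membrane genes Nid1 (29.5 ± 5.81 against 3.17 ± 2.33 RPKM) and Lama2 (1.33). Interferon response genes fell in 16 of 30, and 1 rose adjusted over the list alone beside the same number of falls (median -0.66, adjusted p = 3.16e-06). Gbp3 was at -1.5, Usp18 at -1.3 and Cd74 at -2.29. Cell cycle genes fell in 16 of 38 (19 alone, median -0.67, adjusted p = 3.16e-06, or 0.376 if estimated), such as the replication helicase subunit Mcm7 (65.7 ± 5.26 against 125 ± 4.4 RPKM), Mybl2 (-1.27) and Birc5 (-1.29). Cholesterol synthesis genes fell in 7 of 20 (8 alone, median -0.46, adjusted p = 0.000719, or 0.37 if estimated), among them Msmo1 (5.17 ± 1.25 against 15.2 ± 1.74 RPKM) and Idi1 (-1.29).

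Inflammatory cytokine response genes rose in 8 of 17 in QKO MuSCs, with the same count alone, including the chemokine Ccl2 at 59.2 ± 33.1 against 9.43 ± 3.18 RPKM (list adjusted p = 0.0133, or 0.341 if estimated). Oxidative phosphorylation genes fell in 10 of 36, with the same count alone (median -0.54, adjusted p = 0.000164, or 0.501 if estimated), and ribosomal protein genes in 7 of 49 (1 alone, median -0.55, adjusted p = 2.82e-05, or 0.575 if estimated). The calls of these lists rested on single libraries. Without WT replicate 2 the medians of the oxidative phosphorylation and ribosomal protein genes were -0.050 (adjusted p = 0.498) and -0.024 (adjusted p = 0.964, with the direction of camera turned). They were -1.09 and -1.06 without WT replicate 1 and -0.34 and -0.32 without QKO replicate 2, and neither passed under quantile normalization (adjusted p = 0.0761 and 0.145). The inflammatory list did not pass without WT replicate 1 (adjusted p = 0.134) or QKO replicate 1 (0.0852) and had a median of 0.60 without QKO replicate 2. The median of the DM1 splicing hosts was 1.25 without WT replicate 1 and 0.48 without WT replicate 2. Median, mean and camera differed in sign for immune cell markers (median 0.23, mean -0.17), p53 targets (median -0.085, mean 0.047) and histone genes (median 0.065, mean -0.050), none of which passed.

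**Figure D3:**
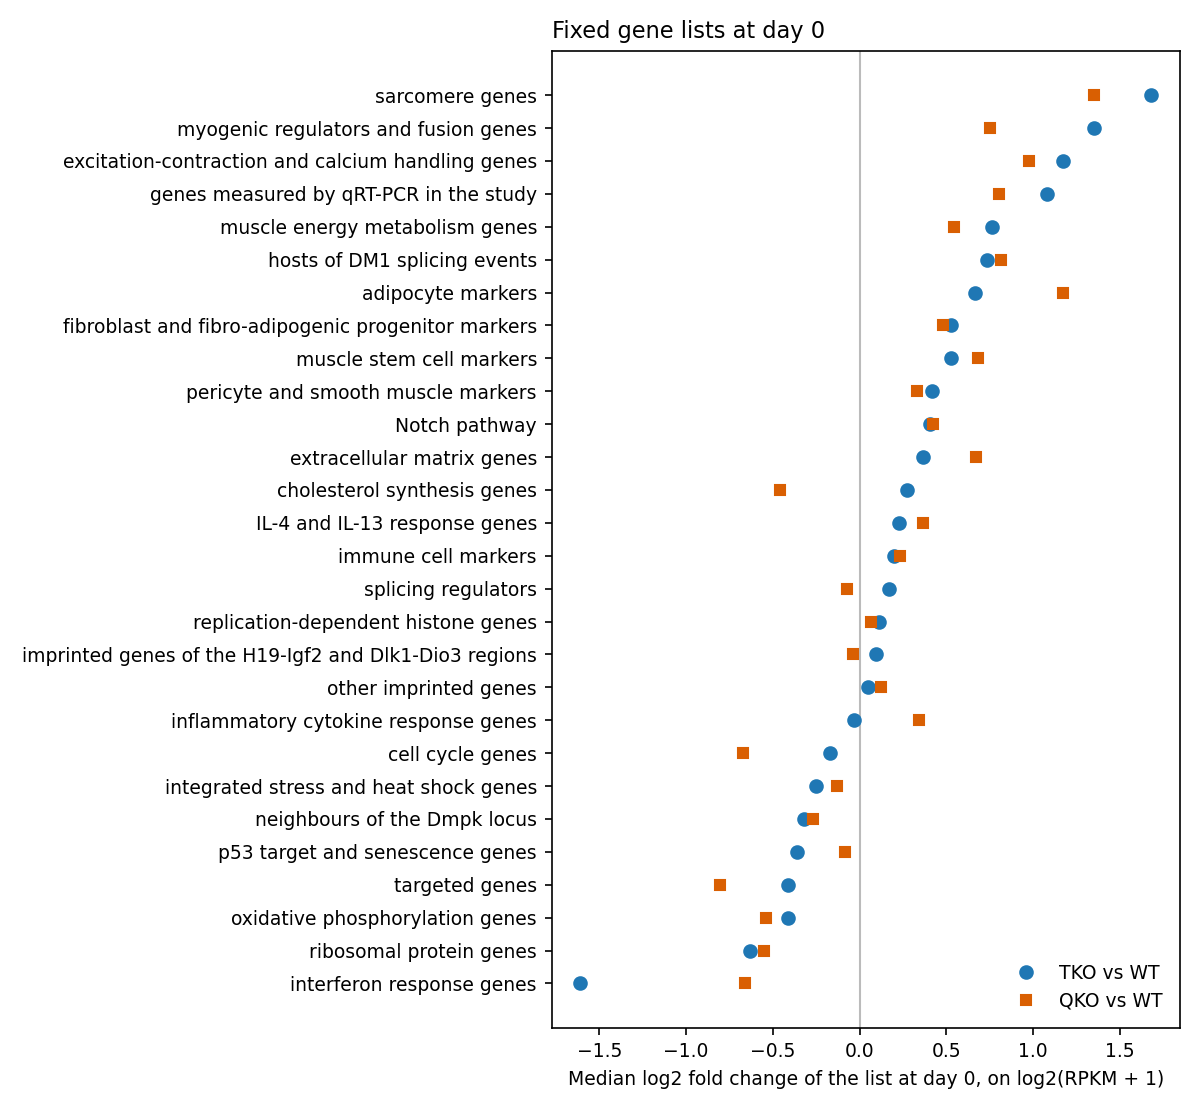
Median log2 fold change of each fixed gene list (horizontal axis) in MuSCs at day 0, with blue circles for TKO against WT and orange squares for QKO against WT (lists on the vertical axis). Sarcomere genes lie at 1.68 and 1.35 and interferon response genes at -1.61 and -0.66.

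Many genes were called in both mutants at day 0, namely 2091 in the same direction, 1179 higher and 912 lower, and 7 in opposite directions. Gal, Ccl7, Grb10 and Lox were among those higher in both, and Igf2bp3, Cd24a and Cd74 among those lower in both. Independent lists of these sizes would share 265 higher and 219 lower genes. Both contrasts use the same WT libraries. In 100 simulations of unchanged mutants the shared number had a median of 0 and a maximum of 3467, and 2 draws reached 2091. The covariance of the fold changes across genes, which are not replicates, was 0.380 against a simulated median of 0.0264 and maximum of 0.249, a difference of 0.354, and their correlation was 0.861 against 0.588. At day 1, 138 genes were called in both mutants, 77 higher and 61 lower, with 1 in opposite directions. This was against 2.10 and 1.33 for independent lists and at most 3 in simulation, and the covariance was 0.131 against a simulated median of 0.0204 and maximum of 0.248, with 2 draws as large. At day 2, 4 genes were called in both, all lower, against 0.0139 for independent lists, and 1 draw gave as many, and the covariance of 0.0362, against 0.0193, was reached in 25 draws (maximum 0.134), with a correlation of 0.499 against 0.503. The 2 WT libraries of a day were not split, as this leaves 1 to each mutant. Part of the excess at days 0 and 1 may come from the shared controls. The shared count at day 0 was 4825 without WT replicate 1, 1014 without WT replicate 2, 1317 without TKO replicate 1 and 983 without TKO replicate 2, and the covariance was 0.637 without WT replicate 1. At day 1 the shared count was 21 and 16 without WT replicate 1 or 2, 24 and 22 without a TKO replicate and 42 and 40 without a QKO replicate. At day 2 it was 169 without WT replicate 2, where the covariance was 0.128, 1 without TKO replicate 1 or QKO replicate 1 and 0 without TKO replicate 2.

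The genes that change over the days in 1 mutant were followed at day 0 in the other, so that no library was used on both sides. The sides are still not independent, since the mutants share their day 0 shift (correlation 0.861). A gene shifted in both is prone to move back over the days, which can pull these medians against the direction of differentiation. The 968 genes that rose at least 2-fold from day 0 to day 2 in QKO had a median log2 fold change of 0.49 between TKO and WT MuSCs at day 0 (camera p = 2.59e-17, or 0.0342 with an estimated correlation). The 1092 genes that rose in TKO had 0.30 between QKO and WT (camera p = 1.58e-08, or 0.129 with an estimated correlation). The 2527 genes that fell in QKO had a median of -0.11 in TKO against WT (camera p = 0.018, or 0.404 with an estimated correlation). It did not pass without WT replicate 1 (median -0.0072), without TKO replicate 2 (-0.041) or under quantile normalization (-0.12), and the median was -0.18 without WT replicate 2 or TKO replicate 1. The 2198 genes that fell in TKO had a median of -0.14 in QKO against WT (camera p = 0.0541, or 0.505 with an estimated correlation). They passed without WT replicate 2 (median -0.25), QKO replicate 2 (-0.18), TKO replicate 2 of day 0 (-0.15) or either TKO library of day 2 (-0.15). They also passed without a filter (-0.14), at a mean RPKM of at least 5 (-0.20), under median-ratio scaling (-0.17), with the length trend removed (-0.19) and with all rows of repeated symbols (-0.17).

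In the fit of all 18 libraries fewer genes were called between mutants and WT at day 1 than at day 0. Hspb8 was at 446 ± 25.1 RPKM in TKO and 385 ± 101 in QKO against 2.1 ± 0.0129 in WT (log2 fold changes 7.17 ± 1.19 and 6.94 ± 1.19, adjusted p = 0.00851 and 0.01). Grb10 was at 77.7 ± 22.9 and 117 ± 4.18 against 0.79 ± 0.0446, and Fxyd6 at 123 ± 5.82 and 90.4 ± 33.6 against 1.59 ± 0.0424. Cdkn1c, an imprinted inhibitor of the cell cycle, rose to 627 ± 89.8 RPKM in TKO from 52.9 ± 11.2 (3.55 ± 0.40, adjusted p = 0.000652). In QKO the unconventional myosin Myo18b rose by 4.26. The cardiac myosin gene Myh6 fell in both mutants (-3.97 in TKO and -3.56 in QKO), as did the homeobox gene Irx1 (-2.84 and -2.89). The immunoproteasome gene Psmb9 fell in TKO to 1.54 ± 0.197 RPKM from 14.5 ± 0.715 (-2.61 ± 0.24, adjusted p = 0.000129). MHC class I genes of the H2-Q cluster, near-identical copies between which reads could be split, were lower, with H2-Q7 at -2.56 ± 0.32 in TKO and H2-Q8 and H2-Q6 at -2.58 ± 0.23 and -2.33 ± 0.24 in QKO. Myog, Myh3 and Pax7 did not pass, at 0.041, -0.30 and -0.43 in TKO and -0.032, -0.18 and -0.15 in QKO. Limma called 247 genes in TKO (147 higher, 100 lower, or 177 and 208 with the trend by gene length removed) and 328 in QKO (170 and 158). With only the libraries compared, day 1 had more calls than day 0 (1306 against 660 in TKO and 1185 against 624 in QKO), as with only those of the day (1085 against 1016 and 1861 against 1229). Each fit without 1 library left 1 in a group, and the calls of Hspb8, Grb10, Myh6, Irx1 and, in QKO, Myo18b ended. Yet Hspb8 was at 2.09 and 2.11 RPKM in WT and 314 to 464 in the mutants at day 1. The variance is pooled over groups, and WT day 2 libraries differed in Hspb8 (4.44 and 339), Grb10, Irx1 and Myh6. For these genes the lost calls do not show that day 1 values rest on 1 library. Fxyd6 in QKO did not pass without WT replicate 1, WT replicate 2 or QKO replicate 1. By contrast Fxyd6, Cdkn1c, Psmb9 and H2-Q7 in TKO and H2-Q8 and H2-Q6 in QKO passed without any 1 library.

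Cholesterol synthesis genes had the lowest adjusted p of the lists at day 1 with the preset correlation, and no list passed if estimated. They fell in 5 of 20 in TKO (16 adjusted over the list alone, median -0.74, adjusted p = 1.67e-15, or 0.156 if estimated). In QKO 6 fell (17 alone, median -0.78, adjusted p = 2.02e-11, or 0.326 if estimated). Interferon response genes fell in 6 of 30 in TKO (10 alone, median -0.24, adjusted p = 7.32e-11, or 0.154 if estimated). In QKO 5 fell (9 alone, median -0.45, adjusted p = 3.98e-08, or 0.326 if estimated). Cell cycle genes had medians of -0.32 in TKO (1 of 38 fell, adjusted p = 5.1e-05) and -0.47 in QKO (0 fell and 5 alone, adjusted p = 9.57e-06). With an estimated correlation the adjusted p were 0.824 and 0.753. Without WT replicate 1 the cell cycle medians were -0.084 (adjusted p = 0.27) and -0.22, and without WT replicate 2 -0.54 and -0.72. Excitation-contraction genes rose in 2 of 30 in TKO (3 alone, adjusted p = 0.0135) and in 5 in QKO (the same alone, adjusted p = 0.0146), or 0.764 and 0.753 if estimated. They did not pass without WT replicate 2 (adjusted p = 0.068 and 0.0745) or, in QKO, QKO replicate 1 (0.205) or with the length trend removed (0.0529). The QKO median was 0.18, or 0.27 without QKO replicate 2. Sarcomere genes rose in 1 and fell in 2 of 48 in TKO (3 and 2 alone, median 0.26, adjusted p = 0.0366, or 0.964 if estimated). They did not pass without WT replicate 2 (0.14, adjusted p = 0.57), TKO replicate 1 (0.0676) or TKO replicate 2 (0.0503), with a pseudocount of 0.1 (0.0642) or without a filter (0.08). Extracellular matrix genes fell in 2 of 27 in QKO, and 4 rose and 2 fell alone (median 0.24, adjusted p = 0.0219, or 0.753 if estimated). They did not pass without WT replicate 2 (adjusted p = 0.229) or QKO replicate 1 (0.139) or with the length trend removed (0.411), and had 0.38 without WT replicate 1. Oxidative phosphorylation genes had medians of -0.13 in TKO (adjusted p = 0.024, or 0.98 if estimated) and -0.30 in QKO (adjusted p = 6.1e-05, or 0.753 if estimated). Ribosomal protein genes had -0.17 in TKO (adjusted p = 0.00763, or 0.987 if estimated), with no single gene of either list passing. In TKO these did not pass without TKO replicate 2 (-0.048 and -0.10, adjusted p = 0.518 and 0.164) or under quantile normalization (0.353 and 0.0988). The former also did not without WT replicate 2 (adjusted p = 0.062), and they had -0.24 and -0.27 without TKO replicate 1.

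At day 2 few genes separated the mutants from WT, and H2-Q genes and the kinase gene Nrk were lower in both. In TKO, H2-Q9 fell by 2.14 ± 0.31 (adjusted p = 0.0141), and H2-Q7 was at -2.1 ± 0.32 (adjusted p = 0.0257). The class I gene H2-K1 was at 110 ± 2.78 against 281 ± 34.6 RPKM (adjusted p = 0.031) and Nrk at 2.76 ± 1.17 against 10.4 ± 0.567 RPKM (-1.64 ± 0.23, adjusted p = 0.0141). Gdf15, a stress-induced cytokine gene, rose to 12.6 ± 4.12 RPKM from 4.91 ± 0.0421 (1.16 ± 0.19, adjusted p = 0.0347). In QKO the fatty acid desaturase gene Scd3 rose to 5.61 ± 1.9 from 0.149 ± 0.0883 RPKM (2.5 ± 0.21, adjusted p = 7.51e-05). The stretch-responsive ankyrin repeat gene Ankrd2 rose to 57.6 ± 3.77 from 6.45 ± 7.12 (3.41 ± 0.55, adjusted p = 0.0147) and the transcription factor gene Zbtb20 to 11.6 ± 1.78 from 2.86 ± 0.573. The mitochondrial creatine kinase Ckmt2 was at 5.07 ± 1.61 against 20.1 ± 6.94 RPKM (-1.79 ± 0.25, adjusted p = 0.00759), H2-Q8 at -1.76 and Nrk at -1.68. Myog and Myh3 did not pass, at 0.12 and -0.47 in TKO and 0.22 and -0.49 in QKO. Limma called 13 genes in TKO (8 higher, 5 lower) and 41 in QKO (8 higher, 33 lower). With only the libraries compared limma called 0 in both (769 and 1400 at an unadjusted p under 0.05), as with only those of the day (640 and 2202). The QKO split moved with scaling, to 15 higher and 23 lower under quantile normalization, 19 and 26 under median-ratio scaling and 33 and 32 with the length trend removed. Without WT replicate 2, the library with Grb10 at 94.4 RPKM, the counts were 248 and 379, and they were 2 and 3 without TKO replicate 1 or 2 and 13 and 27 without QKO replicate 1 or 2. Scd3 and H2-Q8 in QKO passed without any 1 library, whereas calls ended for Ckmt2 without QKO replicate 2 (adjusted p = 0.0667), Nrk without QKO replicate 1 (0.0994) and Ankrd2 without QKO replicate 1 (0.131) or 2 (0.0875, and its log2 fold change was 2.23 without WT replicate 2). The call of Zbtb20 ended without WT replicate 1 (adjusted p = 0.0883), QKO replicate 1 (0.0868) or QKO replicate 2 (0.109). In TKO, calls ended without WT replicate 1 for Gdf15 (adjusted p = 0.138), H2-Q7 (0.0508), H2-K1 (0.0687) and Nrk (0.0687). They ended without TKO replicate 1 for Gdf15 (adjusted p = 0.464), H2-Q9 (0.148), H2-Q7 (0.203) and H2-K1 (0.305), and without TKO replicate 2 for H2-Q9 (0.177), H2-Q7 (0.289), H2-K1 (0.355) and Nrk (0.252). Gdf15 also did not pass under quantile normalization (adjusted p = 0.0643), median-ratio scaling (0.0552) or with the length trend removed (0.113).

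Among the lists at day 2, integrated stress and heat shock genes were higher in TKO. Of 24, 13 rose adjusted over the list alone and 0 over all genes in limma (median 0.48, adjusted p = 1.77e-16, or 0.0435 if estimated). Cholesterol synthesis genes had a median of -0.39 in TKO with no single gene passing (adjusted p = 6.63e-14, or 0.144 if estimated). Interferon response genes had -0.12, with 1 of 30 lower (4 alone, adjusted p = 4.14e-06, or 0.184 if estimated). The 5 immune cell markers had -0.48 (adjusted p = 0.000617, or 0.0435 if estimated), which became -0.038 without WT replicate 2 (adjusted p = 0.0664). Ribosomal protein genes had 0.21 (adjusted p = 0.00306, or 0.936 if estimated), which became 0.053 without WT replicate 1 (adjusted p = 0.976) and 0.33 without WT replicate 2. In QKO only extracellular matrix genes passed in the main fit (median 0.092, adjusted p = 0.00993, or 0.867 if estimated). They did not without WT replicate 1 (0.035, adjusted p = 0.125) or with the length trend removed (0.252), and had 0.18 without WT replicate 2. The number of lists that passed in QKO was 6 under quantile normalization, 5 without a filter or WT replicate 2, 7 without WT replicate 1 and 10 without QKO replicate 2. Cell cycle genes passed at 0.15 without WT replicate 1 and at -0.43 without WT replicate 2. In the main fit no muscle list passed in either mutant at day 2. Without WT replicate 1, 10 lists, not 5, passed in TKO, and sarcomere genes passed in TKO (-0.20) and QKO (-0.36). The variance of the genotype effect across genes, net of error, went from 0.381 to 0.108 and 0.00635 in TKO and from 0.406 to 0.126 and 0.0501 in QKO over days 0, 1 and 2. The day 0 variances were 0.624 and 0.667 without WT replicate 1, the day 2 variances 0.079 and 0.125 without WT replicate 2 and, in QKO, 0.0301 without WT replicate 1. That of TKO at day 2 turned to -0.0133, -0.0113 and -0.0108 without TKO replicate 1, WT replicate 1 and TKO replicate 2.

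**Figure D4:**
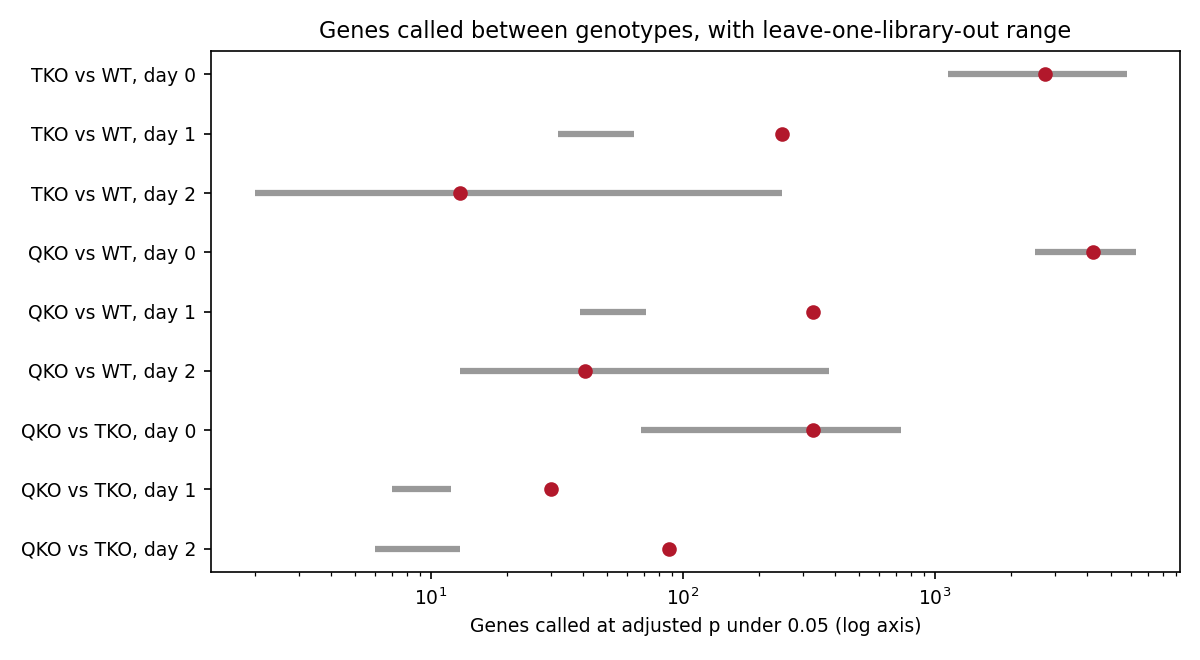
Number of genes called by limma at an adjusted p under 0.05 (log axis) in each contrast between genotypes at days 0, 1 and 2. Red points give the count with all libraries and grey lines the range over fits that leave out 1 library. The counts against WT were 2735, 247 and 13 in TKO and 4216, 328 and 41 in QKO.

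QKO was also compared directly with TKO, a contrast that WT libraries enter only through the pooled variance. Dmwd was lower in QKO at day 0 (-0.79, adjusted p = 0.0292) and day 2 (-0.84, adjusted p = 0.0469) and at -0.67 at day 1 (adjusted p = 0.252). At day 0, Esm1, which encodes a secreted proteoglycan, was at 7.7 ± 1.48 RPKM in QKO and 0.287 ± 0.269 in TKO (2.76 ± 0.15, adjusted p = 6.28e-07) and H2-Aa at 5.37 ± 0.995 and 0.385 ± 0.0108 (2.19 ± 0.14). H2-Q2 was at 0.249 ± 0.109 and 5.1 ± 0.0506 (-2.29 ± 0.13), Ccl11 at -2.11, Krt18 at -1.88, Cd24a at 2.02 and Ankrd2 at 2.5. Interferon response genes were higher in QKO than in TKO, with 13 of 30 rising (24 alone, median 0.87, adjusted p = 2.85e-23, or 0.0121 if estimated). Cholesterol synthesis genes fell in 7 of 20 (14 alone, adjusted p = 3.29e-11) and cell cycle genes in 3 of 38 (the same alone, adjusted p = 9.79e-08), or 0.361 and 0.64 if estimated. Splicing regulators fell in 4 of 23 (7 alone, adjusted p = 0.000823, or 0.622 if estimated). Inflammatory cytokine response genes rose in 3 of 17 (6 rose and 1 fell alone), extracellular matrix genes in 3 of 27 (5 alone) and p53 targets in 0 of 20 (2 alone). The adjusted p were 0.000378, 0.00262 and 0.0076, or 0.479 for each if estimated. Sarcomere (median -0.23, adjusted p = 0.0238) and oxidative phosphorylation genes (median -0.17, adjusted p = 0.0174) were lower, each with adjusted p = 0.938 if estimated. At day 0 limma called 328 genes (182 higher, 146 lower), and 120, 68, 87 and 730 without TKO replicate 1, TKO replicate 2, QKO replicate 1 and QKO replicate 2. The count was 32 with only the libraries compared and 8 with only those of the day. The Ankrd2 call ended without any 1 of the 4 libraries (adjusted p = 0.05 to 0.219). Without TKO replicate 2 the calls of Cd24a (adjusted p = 0.0561), Krt18 (0.134) and Dmwd (0.134) ended. That of Dmwd also ended without TKO replicate 1 (adjusted p = 0.2) or QKO replicate 2 (0.0988), and Krt18 was at -1.14 without QKO replicate 2.

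Ankrd2 and Zbtb20 were higher in QKO than in TKO at both later days. At day 1 Ankrd2 was at 113 ± 34.7 against 10.8 ± 0.549 RPKM (adjusted p = 0.0236) and Zbtb20 at 1.76 (adjusted p = 0.015). The surface glycoprotein gene Cd200 was at 1.68, the chloride channel gene Clic3 at -1.63 and the homeobox gene Lbx1, active in muscle precursors, at 25.3 ± 3.91 against 57.5 ± 3.47 RPKM. At day 2 Ankrd2 was at 57.6 ± 3.77 against 3.75 ± 0.0236 RPKM (adjusted p = 0.0136), Scd3 at 2.49 (adjusted p = 7.94e-05) and Zbtb20 at 1.79. The stress response genes Trib3, Chac1 and Gdf15 were lower in QKO at day 2 (-1.79, -1.61 and -1.45), and 3 of 24 integrated stress and heat shock genes fell (15 alone, median -0.59, adjusted p = 1.34e-07, or 0.402 if estimated). Extracellular matrix genes had medians of 0.22 at day 1 (adjusted p = 0.00237) and 0.076 at day 2 (adjusted p = 6.84e-05), or 0.57 and 0.491 if estimated. Adipocyte markers (median 0.64, adjusted p = 0.0153) and Notch pathway genes (0.25, adjusted p = 0.0486) passed at day 1, or 0.259 and 0.57 if estimated. Cholesterol synthesis genes passed at day 2 (0.23, adjusted p = 8.09e-05, or 0.585 if estimated). Limma called 30 genes at day 1 (11 higher, 19 lower) and 88 at day 2 (13 higher, 75 lower), where the median of all genes was -0.11. The day 1 split was 17 and 16 under quantile normalization and 25 and 15 with the length trend removed. The day 2 split was 15 and 14 under quantile normalization, 13 and 8 under median-ratio scaling and 29 and 15 with the length trend removed. With only the libraries compared limma called 1 at day 2, and with only those of the day 118 at day 1 and 0 at day 2 (2460 at an unadjusted p under 0.05). Without TKO replicate 1, TKO replicate 2, QKO replicate 1 and QKO replicate 2 the counts were 8, 7, 12 and 9 at day 1 and 7, 6, 13 and 7 at day 2. Left out 1 at a time, each of the 4 libraries of the day ended the calls of Ankrd2 (adjusted p = 0.136 to 0.269 at day 1 and 0.0793 to 0.186 at day 2), Zbtb20 (0.0744 to 0.239 and 0.0663 to 0.203), Cd200 (0.0613 to 0.101) and Clic3 (0.0744 to 0.162) at day 1 and Dmwd at day 2 (0.118 to 0.395). Lbx1 at day 1 did not pass without TKO replicate 1 (adjusted p = 0.0782), TKO replicate 2 (0.147) or QKO replicate 2 (0.136). Nor did Trib3 (adjusted p = 0.385, 0.154 and, at -1.14, 0.175) and Chac1 (0.228, 0.128 and 0.131) at day 2 without the same libraries. Gdf15 did not without TKO replicate 1 (adjusted p = 0.0848) or QKO replicate 2 (0.0914). Trib3 and Dmwd at day 2 also did not pass under quantile normalization (adjusted p = 0.108 and 0.114) or median-ratio scaling (0.0979 and 0.114), while Scd3 passed without any 1 library.

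In WT cells muscle and cholesterol synthesis genes were higher, and cell cycle and interferon response genes lower, at day 2 than at day 0. The muscle creatine kinase Ckm went from 5.35 ± 0.182 to 803 ± 597 RPKM (log2 fold change 6.75 ± 0.46, adjusted p = 2.73e-08) and Myh8 from 10.7 ± 9.02 to 908 ± 259 (6.51 ± 0.40). The calcium store gene Casq1 went from 2.56 ± 1.79 to 368 ± 329 (6.43 ± 0.56) and the secreted factor gene C1qtnf3 from 3.17 ± 1.93 to 544 ± 313 (6.98 ± 0.37). The matrix gene Mfap4 rose by 6.47, the M-band gene Myom2 by 5.92, Myh3 by 4.99, Myog by 2.27 and Tmem8c by 4.42. The interferon-induced GTPase genes Iigp1, Tgtp1 and Gbp2 changed by -8.13 ± 0.29, -7.7 ± 0.17 and -7.53 ± 0.24 from 446 ± 106, 340 ± 2.27 and 260 ± 47.8 RPKM, where reads of Tgtp1 could be split with its near-identical copy. Prl2c2, Dynap and the myogenic inhibitor gene Id3 changed by -7.24, -7.13 and -6.75. Pax7 fell from 19.6 ± 11.2 to 2.94 ± 0.787 RPKM (adjusted p = 2.2e-05) and Mki67 from 45.7 ± 3.15 to 1.11 ± 1.13. Myod1 was at 377 ± 23.3 against 552 ± 0.284 RPKM (adjusted p = 0.0391), a call that ended without any 1 of the 4 libraries (0.0727 to 0.148) and under each other scaling (0.732, 0.208 and 0.283). Six5 fell by 0.56 (adjusted p = 0.00835, or 0.0939 at -0.34 without day 0 replicate 2 and 0.174 under quantile normalization). Dmwd fell by 0.54 (adjusted p = 0.014, or 0.0996 without day 0 replicate 2 and 0.11 without day 2 replicate 1). Dmpk (-0.11) did not pass, nor did Mbnl1 (0.21) except without day 0 replicate 1 (0.84). Limma called 7926 genes, 2964 higher and 4962 lower, 4342 of them at least 2-fold. The median of all genes was -0.24, a shift that the other scalings remove, and the higher and lower calls were then 3830 and 3920 under quantile normalization, 3753 and 3962 under median-ratio scaling and 4220 and 4078 with the length trend removed.

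Relative to that shift, 10 lists passed camera in WT cells, and for these lists the counts adjusted over the list alone were the same as those over all genes. Sarcomere genes rose in 45 of 48 (median 4.31, adjusted p = 2.05e-22, or 0.081 if estimated). Excitation-contraction genes rose in 29 of 30, led by the calcium release gene Trdn (84.5 ± 24.3 against 0.902 ± 0.224 RPKM). Energy metabolism genes rose in 18 of 20, led by Pygm (525 ± 36.4 against 10.5 ± 3.12). The adjusted p were 9.16e-16 and 3.78e-11, or 0.0739 for both if estimated. Myogenic regulators and fusion genes rose in 16 and fell in 1 of 19, with the late factor Myf6 at 43.2 ± 4.41 against 0.638 ± 0.197 RPKM (adjusted p = 5.62e-09, or 0.176 if estimated). Cholesterol synthesis genes rose in 19 of 20. The hosts of DM1 splicing events rose in 15 and fell in 2 of 20. The adjusted p were 4.91e-10 and 1.96e-07, or 0.17 for both if estimated. All 38 cell cycle genes fell, with Mcm7 at 6.8 ± 0.364 against 125 ± 4.4 RPKM and Mybl2 at -4.06 (median -3.99, adjusted p = 4.45e-15, or 0.248 if estimated). Interferon response genes fell in 29 of 30 (median -3.53, adjusted p = 5.42e-12, or 0.0739 if estimated), with Gbp3 at -5.88. All 49 ribosomal protein genes fell, such as Rpl3 (279 ± 14.4 against 973 ± 241 RPKM), with a median of -1.25, or -0.74 without day 0 replicate 2 (adjusted p = 7.33e-06, or 0.769 if estimated). Histone genes rose in 8 and fell in 2 of 13 (adjusted p = 0.0181, 0.118 without day 0 replicate 1, 0.106 without a filter, or 0.477 if estimated). The day 0 libraries of this contrast held Hoxb2 and lacked Hoxc10, and the day 2 libraries the reverse.

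In the fit of all libraries each genotype had more calls from day 0 to day 1 than from day 1 to day 2. In WT, the skeletal actin gene Acta1 rose from 244 ± 95.8 to 9403 ± 1173 RPKM by day 1, C1qtnf3 changed by 7.22 and Tgtp1 by -7.69, whereas Casq1 rose further and Id3 fell further between days 1 and 2 (4.18 and -3.43). In TKO, Mfap4 (6.13), Casq1 (5.07) and the hormone gene Fgf21 (112 ± 8.91 against 2.63 ± 0.0115 RPKM), rose from day 0 to day 2, and Iigp1 (-6.96), Ccl7 (-6.73) and Gal (-6.3) fell. In QKO, Mfap4 (6.45) and Casq1 (5.43) rose and Iigp1 (-8.11) and Tgtp2 (-7.45) fell. From day 0 to day 1 limma called 7915 genes in WT (2429 higher, 5486 lower), 6889 in TKO (1881 and 5008) and 6873 in QKO (1831 and 5042). From day 1 to day 2 it called 1837 (1242 and 595), 787 (562 and 225) and 362 (169 and 193), and from day 0 to day 2 7054 in TKO (2512 and 4542) and 7156 in QKO (2052 and 5104). The medians of all genes were -0.34 in WT, -0.32 in TKO and -0.32 in QKO from day 0 to day 1, 0.10 in TKO from day 1 to day 2, and -0.21 in TKO and -0.31 in QKO from day 0 to day 2. Under quantile normalization the higher and lower calls were 3536 and 3711 in WT, 3383 and 3141 in TKO and 3387 and 3197 in QKO from day 0 to day 1. They were 746 and 700 in WT and 286 and 302 in TKO from day 1 to day 2, and 3663 and 3364 in TKO and 3596 and 3412 in QKO from day 0 to day 2. With only the libraries compared, day 2 against day 1 had 497 calls in WT, 3923 in TKO and 131 in QKO, and with only those of the genotype limma called 0 in WT (2162 at an unadjusted p under 0.05) and 3734 in TKO. Fits without 1 library, which left 1 in a group, called fewer genes from day 1 to day 2 in each genotype.

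The change over days was tested for a difference between mutant and WT, gene by gene. By day 1 the differences in TKO were -5.9 ± 0.70 for Gal, -5.63 ± 0.34 for Ccl7 and 4.06 ± 0.44 for Cd24a. By day 2 they were -6.2 for Gal, -5.44 for Krt18 and 4.78 for Cd24a, against day 0 fold changes of 7.22, 5.71 and -5.18. In QKO the slow myosin gene Myh7 was at -5.13 by day 1 beside Ccl7 (-4.48) and Dynap (3.95), and by day 2 Gal was at -5.07, Ccl7 at -4.59, Prl2c2 at 4.57 and Dynap at 4.49. Myh7 did not pass without WT replicate 2 (adjusted p = 0.187), QKO replicate 1 (0.127) or QKO replicate 2 of day 0 (0.0767) or without WT replicate 1 (0.16), WT replicate 2 (0.07), QKO replicate 1 (0.135) or QKO replicate 2 of day 1 (0.0825). Limma called 1111 genes in TKO by day 1 (438 higher, 673 lower) and 1013 by day 2 (407 and 606), and 1304 (572 and 732) and 1507 (509 and 998) in QKO. The last split was 746 and 766 under quantile normalization, 674 and 830 under median-ratio scaling and 955 and 1166 with the length trend removed. Without WT replicate 1 of day 0 the 4 counts were 3991, 4294, 4018 and 4410. The TKO count by day 1 was 612 and 599 without WT replicate 1 or 2 of day 1, 736 and 496 without TKO replicate 1 or 2 of day 0, and 562 and 518 without those of day 1. By day 2 it was 492 without TKO replicate 2 of day 0 and 532 and 533 without TKO replicate 1 or 2 of day 2. The QKO count by day 1 was 549 and 671 without WT replicate 1 or 2 of day 1, 693 without QKO replicate 1 of day 0 and 742 and 564 without QKO replicate 1 or 2 of day 1. By day 2 it was 846 and 748 without QKO replicate 1 of day 0 or day 2.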

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

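All tests of explanations in this part were chosen after the results were seen. The results were flagged by a test of whether the mutant-WT difference changed between days. In TKO 1111 genes passed this test for day 1 less day 0 and 1013 for day 2 less day 0, and in QKO 1304 and 1507. In TKO the log2 differences by day 1 were -5.90 for Gal, -5.63 for Ccl7 and 4.06 for Cd24a. By day 2 they were -6.20 for Gal, -5.44 for Krt18 and 4.78 for Cd24a. In QKO they were -5.13 for Myh7, -4.48 for Ccl7 and 3.95 for Dynap by day 1, and -5.07 for Gal, -4.59 for Ccl7, 4.57 for Prl2c2 and 4.49 for Dynap by day 2. Myh7 aside, these largely undo the day 0 difference.

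The large day 0 difference between WT and mutant cells could come from the genotype, the biological explanation that the design gives, or from the origin or state of the cultures. WT day 0 cells of another origin cannot be told apart from a change over the days, since the 13 of 15 Hoxb and Hoxc genes that changed from day 0 to day 1 within WT, where 3 did so in TKO and 4 in QKO, raised this explanation and do not test it. A head start in differentiation was tested on genes called in 1 mutant and changing over the days in the other. It predicted that at least 90% differ in the direction of differentiation. The share was lower, 70.6% in TKO and 68.3% in QKO (60.2 to 74.8% with 1 library left out). For rising genes it was 93% of 429 in TKO and 84.5% of 427 in QKO (78.1 to 97.2%). For falling genes it was at most 61.4% (66.6%). The test cannot decide, since the mutants share their day 0 shift (correlation 0.861). A gene shifted in both is prone to move back over the days and count against it. The gene length trend in WT replicate 2 does not account for most calls, since 3253 genes were called in TKO with the trend removed, among them 2483 of 2731 called before, but the oxidative phosphorylation median in TKO went from -0.41 to -0.027 (adjusted p = 0.793), so for that list it stays open.

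WT replicate 2 of day 2 could be a library with a wrong label or come from another isolate of cells than the other WT libraries of days 1 and 2. The values argue against a QKO library, since Dmwd, mutated only in QKO, was at 54.2 RPKM, above the 95% prediction bound for another QKO library of day 2 (44.5) and the highest QKO library of any day (44.2). A TKO library cannot be told apart, since of 138 genes called in both mutants at day 1, 54 had WT replicate 1 of day 2 at least 1 log2 unit from the mutants, and of these 14.8% lay nearer to WT replicate 1 in this library and the others nearer to the mutants, short of the 90% predicted, and Nrk (10 RPKM, with 10.8 in replicate 1 and 1.93 to 3.59 in the mutants) and H2-Q7 (20.2, with 15.2 and 3.13 to 6.59) lay with WT. Cells of another isolate cannot be told apart either, since the 4 Hoxd genes that are on in this library and off in the other 3 WT libraries of days 1 and 2 raised this explanation and do not test it. No biological explanation was tested, since both libraries have the same genotype label.

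Lower interferon and MHC genes in mutants could reflect genotype, WT immune cells, the expansion medium or, as oocyte donors were hybrids, another MHC haplotype. Immune cells in the WT day 0 cultures are unlikely, since 1 of 5 leukocyte genes had a mean above 1 RPKM there. A weaker interferon signal from the expansion medium cannot be told apart, since the median of the interferon response genes in TKO went from -1.61 at day 0 to -0.12 at day 2, but the WT median fell from 64.7 to 1.33 RPKM, which leaves room for -1.21 at most, and in QKO the medians were -0.66, -0.45 and -0.16 over the days. Genes below WT in both mutants at day 2 (unadjusted p under 0.05, 4 in both when adjusted) lay more often in the MHC region of chromosome 17. They were 10 of 90 there and 86 of 11464 elsewhere (one-sided Fisher's exact p = 3.22e-09, as if genes were independent). Without H2 and interferon genes it was 1 of 70 (Fisher's exact p = 0.412). A haplotype cannot be told apart from lower H2 and interferon genes.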

How the results depend on the processing

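Only the removal of the length trend and the use of all rows of repeated symbols were added after the results were seen. Over all alternatives other than left-out libraries, named genes kept their side of the threshold in 2733 comparisons, lost the call in 158 and gained it in 5. Gene lists did so in 2015, 68 and 59, and counts of calls stayed within 1.5 times in 339 and moved further in 109. No gene or list passing in both fits turned, but the majority of calls did for QKO against TKO in some. Of 174 called genes named, 129 kept the call without any 1 library. Gene lists and signatures were run with the replicate block below but not with a separate block for each genotype, similarity was not run with a block or with left-out libraries, and lists of QKO against TKO were run only with the preset and estimated correlations. Where fewer libraries or genes or a fold threshold are used, the counts differ by construction. For all other changes the cause was not tested.

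With the replicate number as a replicate block, limma called 2704, 253 and 11 genes for TKO and 4183, 334 and 37 for QKO against WT on days 0, 1 and 2, and 281, 27 and 75 for QKO against TKO, and no count of calls moved over 1.5 times. Of 36 correlations of same-numbered deviations, from -0.385 to 0.55, 10 were above 0.1, which leaves pairing open.

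With a mean RPKM of at least 5 limma called 1770, 96, 2, 597 and 574 (TKO-WT days 0, 1, 2, 1 less 0 and 2 less 0), 159, 15, 661 and 792 (QKO-WT days 1, 2, 1 less 0 and 2 less 0), 118 and 12 (QKO-TKO days 0 and 1), 1194 (WT day 2 against 1) and 4504 and 4743 (QKO days 1 against 0 and 2 against 0). Both mutants shared 1357, 52 and 1 (days 0, 1 and 2). The number of lists that passed was 2 (QKO-WT day 2), and the signature median was -0.20 for genes falling in TKO, and the difference in similarity was 0.246. With only the libraries compared limma called 660, 1306, 0 and 373 (TKO-WT days 0, 1, 2 and 2 less 0), 624, 1185, 0, 421 and 185 (QKO-WT days 0, 1, 2, 1 less 0 and 2 less 0), 32 and 1 (QKO-TKO days 0 and 2), 497 and 4997 (WT days 2 against 1 and 2 against 0), 3923 (TKO day 2 against 1) and 131 (QKO day 2 against 1). Both mutants shared 409, 628 and 0 (days 0, 1 and 2). With only the libraries of the day or genotype limma called 1016, 1085 and 0 (TKO-WT days 0, 1 and 2), 1229, 1861 and 0 (QKO-WT days 0, 1 and 2), 8, 118 and 0 (QKO-TKO days 0, 1 and 2), 0 (WT day 2 against 1) and 3734 (TKO day 2 against 1). Both mutants shared 686, 716 and 0 (days 0, 1 and 2). With a 2-fold threshold limma called 1021 and 155 (TKO-WT days 0 and 1), 1246, 172, 20, 845 and 898 (QKO-WT days 0, 1, 2, 1 less 0 and 2 less 0), 135 and 23 (QKO-TKO days 0 and 2), 4168, 487 and 4342 (WT days 1 against 0, 2 against 1 and 2 against 0), 3190, 205 and 3290 (TKO days 1 against 0, 2 against 1 and 2 against 0) and 3263, 151 and 3495 (QKO days 1 against 0, 2 against 1 and 2 against 0). Both mutants shared 695 and 89 (days 0 and 1). With the length trend removed limma called 385 (TKO-WT day 1), 499 and 65 (QKO-WT days 1 and 2), 594 and 44 (QKO-TKO days 0 and 2) and 680 (QKO day 2 against 1). Both mutants shared 217 (day 1). The number of lists that passed was 2 (QKO-WT day 2), and the signature median was -0.19 for genes falling in TKO. Without a filter limma called 24 (TKO-WT day 2), 64 (QKO-WT day 2) and 516 (QKO-TKO day 0), and the covariance was 0.0917 (day 1). The effect variance was 0.0745 (TKO-WT day 1) and 0.0866 (QKO-WT day 1). The number of lists that passed was 5 (QKO-WT day 2), and the signature median was -0.14 for genes falling in TKO, and the difference in similarity was 0.0738. In the count model limma called 5 and 673 (TKO-WT days 2 and 2 less 0), 14, 821 and 988 (QKO-WT days 2, 1 less 0 and 2 less 0) and 207 and 37 (QKO-TKO days 0 and 2). Both mutants shared 1 (day 2), and the covariance was 0.955, 0.544 and 0.139 (days 0, 1 and 2). The effect variance was 0.934, 0.467 and 0.0551 (TKO-WT days 0, 1 and 2) and 0.946, 0.48 and 0.111 (QKO-WT days 0, 1 and 2), and the difference in similarity was 0.163. With all rows of repeated symbols limma called 37 (TKO-WT day 2) and 47 and 145 (QKO-TKO days 1 and 2). Both mutants shared 8 (day 2), and the signature median was -0.17 for genes falling in TKO. With a pseudocount of 0.1 limma called 22 (QKO-WT day 2) and 126 and 15 (QKO-TKO days 0 and 1), and the covariance was 0.697, 0.296 and 0.0808 (days 0, 1 and 2). The effect variance was 0.698 and 0.261 (TKO-WT days 0 and 1) and 0.724, 0.287 and 0.0951 (QKO-WT days 0, 1 and 2), and the difference in similarity was 0.161. Under quantile normalization limma called 29 (QKO-TKO day 2). The number of lists that passed was 10 and 6 (QKO-WT days 1 and 2), and the signature median was -0.12 for genes falling in QKO. Under median-ratio scaling limma called 21 (QKO-TKO day 2). The effect variance was 0.118 (TKO-WT day 1). The number of lists that passed was 3 (QKO-WT day 2), and the signature median was -0.17 for genes falling in TKO. With a pseudocount of 0.5 the covariance was 0.176 (day 1). The effect variance was 0.149 (TKO-WT day 1) and 0.169 (QKO-WT day 1). With an estimated correlation the number of lists that passed was 1, 0 and 2 (TKO-WT days 0, 1 and 2), 0, 0 and 0 (QKO-WT days 0, 1 and 2) and 0 (WT day 2 against 0), and the signature median was -0.11 for genes falling in QKO and 0.30 for genes rising in TKO. With Spearman correlation the difference in similarity was 0.157. Where limma called 0 genes, 640 to 2460 had an unadjusted p under 0.05.

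Leaving out 1 library at a time gave, from lowest to highest, calls of 1129 to 5757, 32 to 64, 2 to 248, 496 to 3991 and 492 to 4294 (TKO-WT days 0, 1, 2, 1 less 0 and 2 less 0), 2497 to 6256, 39 to 71, 13 to 379, 549 to 4018 and 748 to 4410 (QKO-WT days 0, 1, 2, 1 less 0 and 2 less 0), 68 to 730, 7 to 12 and 6 to 13 (QKO-TKO days 0, 1 and 2), 6647 to 8291, 599 to 1815 and 7010 to 8263 (WT days 1 against 0, 2 against 1 and 2 against 0), 5147 to 5829, 76 to 112 and 5394 to 5949 (TKO days 1 against 0, 2 against 1 and 2 against 0) and 5339 to 6096, 63 to 165 and 5860 to 6435 (QKO days 1 against 0, 2 against 1 and 2 against 0). Genes called in both mutants ranged over 983 to 4825, 16 to 42 and 0 to 169 (days 0, 1 and 2), the covariance over 0.281 to 0.637, 0.126 to 0.148 and 0.0325 to 0.128 (days 0, 1 and 2) and the effect variance over 0.285 to 0.624, 0.0798 to 0.0989 and -0.0133 to 0.079 (TKO-WT days 0, 1 and 2) and 0.293 to 0.667, 0.0997 to 0.129 and 0.0301 to 0.125 (QKO-WT days 0, 1 and 2). Lists that passed ranged over 10 to 14, 4 to 11 and 5 to 10 (TKO-WT days 0, 1 and 2), 13 to 15, 4 to 8 and 2 to 10 (QKO-WT days 0, 1 and 2) and 9 to 12 (WT day 2 against 0), and signature medians over 0.38 to 0.61 (genes rising in QKO), -0.18 to -0.0072 (genes falling in QKO), 0.20 to 0.42 (genes rising in TKO) and -0.25 to -0.030 (genes falling in TKO). Directions turned for oxidative phosphorylation genes in TKO at day 0 (median -0.91 to 0.11, the latter without WT replicate 2) and ribosomal protein genes in QKO at day 0 (-1.06 to -0.024, the latter without WT replicate 2, where only the direction of camera turned). At day 2 they turned for cell cycle genes in TKO (-0.27 to 0.33, with -0.27 without WT replicate 2 and -0.14 without TKO replicate 1) and in QKO (-0.43 to 0.15, with -0.43 without WT replicate 2). They also turned for integrated stress and heat shock genes in QKO (-0.30 to 0.11, the latter without QKO replicate 2) and the effect variance in TKO (-0.0113 without WT replicate 1, -0.0133 without TKO replicate 1 and -0.0108 without TKO replicate 2). The cause was not tested.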

Other observations

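In QKO MuSCs at day 0, lists that did not pass camera held called genes in both directions. Splicing regulators rose in 6 and fell in 9 of 23 genes and p53 targets in 4 and 5 of 20. In WT cells, from day 0 to day 2, inflammatory cytokine response genes fell in 10 of 17, Notch pathway genes in 8 of 11 and stem cell markers in 9 of 21, where 6 rose. Imprinted genes of the H19-Igf2 and Dlk1-Dio3 regions rose in 4 of 5.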
